A study of Mus musculus with 12 samples.

How the data were processed

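The deposited table holds FPKM values of 24107 mouse genes in 12 libraries, which the authors computed before deposition. Per the submitters' processing notes, reads were made with CASAVA and bcl2fastq, aligned to mm10 with STAR 2.5.3a, and normalized with DESeq2 1.18.1. The gene annotation and the read counter are not given in the sources used here. Per the labels, cells were sorted into Trizol, RNA was cleaned on RNeasy MiniElute columns, cDNA was made with Smart-seq2, and Nextera XT libraries from 250 pg were run on a HiSeq2500.

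Every deposited value of the 16728 genes above 0 could be written as whole reads over a whole-number gene length and a library denominator (tolerance 0.02), and 7379 genes were at 0 in all libraries. The denominators were proportional to median-of-ratios size factors (largest relative difference 1.34e-13), so the FPKM sums differed between libraries, from 393786 to 622546. The recovered reads spanned 17.0-fold between libraries. The 10 highest genes held 18.6 to 26.3% of FPKM in marrow and leukemic MEP 3, and 6.27 to 8.63% in the other MEP libraries.

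The main test was limma-trend on log2(FPKM + 1), with the 4 groups in 1 fit (8 residual degrees of freedom) and genes called at a Benjamini-Hochberg adjusted p < 0.05. It covered the 11462 genes with FPKM of at least 1 in at least 3 libraries. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 19 of 21 lists. The HoxA cluster and cofactors list (4 measured members) and the stromal and endothelial list (3 measured) were below the 5 members required and have no test. The genes Csf1r, Lmo2 and Meis1 are in more than 1 list. The groups, main test, gene lists, named-genes rule and first alternatives were chosen before the data were examined. With 3 libraries against 3, the smallest 2-sided exact permutation p is 0.1.

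Named genes in the MEP and marrow comparisons were 17 fixed genes, the 8 largest rises and 8 largest falls among called genes, and up to 4 members of each called list. The list members were the 2 with the smallest p and up to 2 called in the other direction. In the other comparisons the 4 largest differences in each direction were named. The ranked genes had a mean of at least 10 FPKM in the highest group and, except for the difference of changes, no overlap between the groups, which chance gives for 10% of genes. Unnamed genes, receptor segments, ribosomal pseudogenes, Y-linked genes and Xist were left out of the ranking. Genes outside this rule are said to have been chosen after their values were seen. Mecom was below the filter and was not tested. Ahsp, Hba-a1, Hbb-bt, Ighm, Igkc, Trbc1 and Trbc2 are not in the table. Of 24107 Entrez numbers, 24061 matched the RefSeq table used for gene positions.

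A simulation changed 200 of 11194 genes at a dispersion of 0.1. Of 100 genes changed 4-fold, 80% were called in MEP and 85% in marrow, and of 100 changed 2-fold, 5% and 3%. Unchanged genes made up 4 of 89 calls in MEP and 10 of 98 in marrow. For the difference of changes, simulated as opposite changes in the populations, 99% and 35% were called, with 7 unchanged genes among 141. In the real data leukemic MEP replicate 3 had a Pearson r of 0.806 and 0.794 with replicates 1 and 2, which had 0.966 between them. The simulated dispersion of 0.1 was not fitted to such a spread, so these shares need not hold for the real libraries. None of 50 random lists was called by camera, and the changed list had an adjusted p of 1.08e-33 in MEP, 5.19e-31 in marrow and 3.69e-48 for the difference. Random lists are not chosen for genes that vary together, so they do not measure false calls of the fixed lists. In the real MEP libraries, splits with mixed labels called at most 1 gene but 6 to 19 lists. Software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.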

Results

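RNA was sequenced from 12 libraries of C57BL/6 mouse bone marrow cells, in 4 groups of 3. Control megakaryocyte-erythroid progenitors (MEP), the marrow cells from which platelets and red cells arise, and control whole marrow came from wild-type mice. Leukemic MEP and GFP+ marrow cells came from leukemic recipient mice and expressed Prdm16s. The comparisons ask how leukemic MEP differ from control MEP, how GFP+ leukemic marrow cells differ from unselected control marrow, and where the 2 differences part. Prdm16s, leukemia and being a recipient were not separated by the groups. The whole reads behind the deposited FPKM values came to 6.72 to 8.77 M in the control MEP libraries and 7.17 to 8.99 M in the control marrow libraries. They came to 9.71, 7.22 and 0.572 M in leukemic MEP replicates 1, 2 and 3, and to 7.03, 1.15 and 9.44 M in the GFP+ marrow replicates. Levels are given as mean FPKM ± SD over n = 3 libraries, and log2 fold changes ± SE on the log2(FPKM + 1) scale, which understates the change of low genes. The labels do not say that the libraries of a group came from separate mice, so the p-values measure the spread between these samples.

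Prdm16 was read at 0.556 ± 0.246 FPKM in control MEP and 11.9 ± 4.88 in leukemic MEP, and at 0.806 ± 0.164 in control marrow and 9.04 ± 1.69 in GFP+ marrow. The gene lies on chromosome 4 from 154316122 to 154637360 (GRCm38), and the table does not separate reads of Prdm16s from other reads of the gene. It rose by 2.98 ± 0.33 in MEP (limma, adjusted p = 5.39e-05) and by 2.46 ± 0.33 in marrow (adjusted p = 0.000683), and each of the 6 Prdm16s libraries lay above each of the 6 control libraries. Its rise did not pass the test for a difference between the populations (difference 0.52, adjusted p = 0.622). The first principal component, with 51.6% of the variance, placed control MEP at -95.8 to -89.3, control marrow at 13.5 to 23.1 and GFP+ marrow at 58.8 to 71.3. Leukemic MEP replicates 1 and 2 lay at -13 and -17.3, and replicate 3 lay at 67.4, among the GFP+ marrow libraries. Mpo, the peroxidase of granulocyte granules, was at 167, 150 and 7897 FPKM in leukemic MEP 1, 2 and 3. The Fc receptor gene Fcgr3 was at 0.43, 0.25 and 72.4, and Gata1, the transcription factor of the red cell and platelet lineages, at 242, 210 and 37.7. Xist and the Y-linked gene Ddx3y, both chosen after their values were seen, were at 39.2 to 57.1 and at 0.392 FPKM or below in replicates 1 and 2 of both Prdm16s groups. In the other 8 libraries Xist was at 0.0904 or below and Ddx3y at 10.3 or above.

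**Figure D1:**
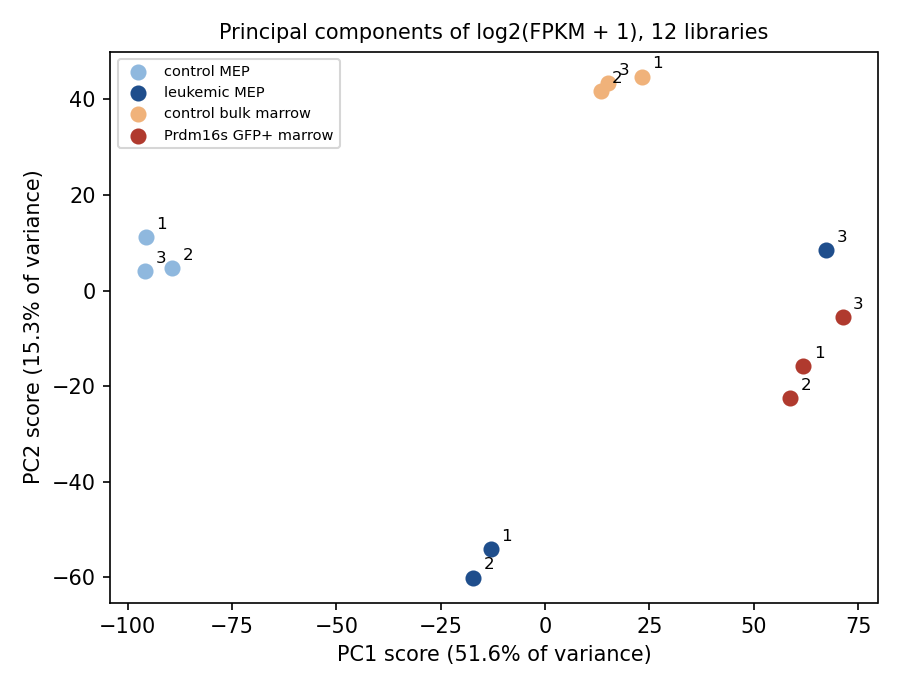
Scores of the 12 libraries on the first and second principal components of log2(FPKM + 1), with 51.6% and 15.3% of the variance; colours mark the 4 groups and numbers the replicates. Leukemic MEP replicate 3 (67.4 on the first component) lies with the GFP+ marrow libraries (58.8 to 71.3), away from leukemic MEP 1 and 2 (-13 and -17.3).

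Leukemic MEP were compared with control MEP to find what separates the leukemic progenitors from their normal counterparts. Megakaryocyte and platelet genes rose in leukemic MEP, 18 of 23 measured members (camera adjusted p = 6.94e-12, and 0.109 with an estimated correlation). Erythroid genes fell, 20 of 33 (camera adjusted p = 5.61e-07, and 0.109 with an estimated correlation). The platelet chemokine gene Ppbp went from 0.587 ± 0.625 to 202 ± 51.2 FPKM, and Itga2b, the integrin of megakaryocytes and platelets, from 1.72 ± 1.5 to 29.7 ± 19.3. Cldn13 and Rhd, both genes of red cell precursors, went from 396 ± 90.0 to 3.91 ± 2.89 and from 514 ± 86.6 to 13.3 ± 7.30. In all, 2976 of 11462 tested genes changed, 1567 higher and 1409 lower, 2328 of them by at least 1 log2 unit.

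Among megakaryocyte genes, Fli1, a transcription factor of that lineage, rose by 4.22 ± 0.28 (adjusted p = 2.01e-06), and Selp, the P-selectin gene of platelets, by 4.05 ± 0.41 (adjusted p = 2.6e-05). The list mean rose by 3.24 (camera adjusted p = 6.94e-12), and its adjusted p = 0.109 with an estimated correlation. Adjusted over the list alone, 19 members rose, and 23 of 23 rose in the fit without leukemic MEP replicate 3. Mean list levels were 5.45, 5.27 and 3.57 log2 units in leukemic MEP 1, 2 and 3, against 1.25 to 1.99 in control MEP and 2.68 to 3.35 in the marrow libraries. In the stem and progenitor list 13 of 21 members rose and 1 fell, with the list mean up by 1.54 (adjusted p = 6.26e-05, and 0.0334 with an estimated correlation). The ETS factor genes Etv6 and Erg rose by 2.58 ± 0.26 and 2.76 ± 0.33, Gata2 by 1.85 ± 0.45, and Meis1, a homeobox gene of stem cells, by 3.92 ± 0.76. Mllt3 fell by 1.62 ± 0.28, and adjusted over the list alone 13 members rose and 2 fell. Flt3 (0.62, adjusted p = 0.477) and Hoxa9 (-0.88, adjusted p = 0.278) did not pass the test. Flt3 was at 0.44, 0.23 and 3.21 FPKM in leukemic MEP 1, 2 and 3, and its change was 0.07 without replicate 3 (adjusted p = 0.955). Kit, the receptor of early progenitors, was at 94.9 ± 47.3 and 45.3 ± 28.0 FPKM (adjusted p = 0.0778) and fell by 1.59 without replicate 3 (adjusted p = 0.00911). Over the fits without 1 library the change of Kit ranged from -1.59 to -0.69, and it passed in 5 of 25 alternatives.

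The erythroid list fell by a mean of 1.74 (camera adjusted p = 5.61e-07), with adjusted p = 0.109 with an estimated correlation. Sphk1 fell by 6.35 ± 0.68 and Add2, a gene of the red cell skeleton, by 3.46 ± 0.34. Klf1, the transcription factor of red cell differentiation, went from 699 ± 138 to 177 ± 122 FPKM (adjusted p = 0.0236), and the erythropoietin receptor gene Epor from 122 ± 24.2 to 29.3 ± 22.0 (adjusted p = 0.0436). Without leukemic MEP replicate 3, Klf1 (-1.5, adjusted p = 0.0517) and Epor (-1.52, adjusted p = 0.123) did not pass. Of 25 alternatives Epor lost its call in 13 and Klf1 in 7, with adjusted p = 0.12 and 0.0774 without control MEP replicate 2. Gata1 was at 309 ± 23.3 and 163 ± 110 FPKM (adjusted p = 0.0982), and its change was -0.45 without leukemic MEP replicate 3 (adjusted p = 0.217) and -1.78 without replicate 1 (adjusted p = 0.0356). Against the list rose Nfe2, a factor that both lineages use (1.73 ± 0.28), Tmod1 (2.19 ± 0.36) and the beta-globin gene Hbb-bs. Adjusted over the list alone, 21 members fell and 4 rose. Haem synthesis genes fell too, 11 of 15 with none risen, by a mean of 1.56 (adjusted p = 5.61e-07, and 0.0334 with an estimated correlation). Steap3, an iron reductase gene, fell by 3.82 ± 0.39 and Cpox, an enzyme of haem synthesis, by 2.69 ± 0.33, and adjusted over the list alone 13 members fell and 1 rose.

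Whether an admixture of marrow cells in leukemic MEP 1 and 2 brought the myeloid rises that follow was not tested. Mpo was at 167 and 150 FPKM in these libraries and 8766 ± 732 in GFP+ marrow. Spi1 was at 83.3 and 42.6 against 379, a larger share. Primary granule genes rose in 8 of 10 members and 9 adjusted over the list alone. The list mean rose by 4.32, and by 3.14 without replicate 3 (adjusted p = 1.7e-06 in both fits, and 0.18 with an estimated correlation). Ms4a3 went from 1.54 ± 1.90 to 278 ± 205 FPKM and Serpinb1a from 2.47 ± 1.45 to 140 ± 109, and Mpo rose by 5.36 ± 1.19 (adjusted p = 0.00629), and by 3.48 without replicate 3 (adjusted p = 0.000671); it did not pass when the 2 MEP groups alone were fitted (adjusted p = 0.0684), 1 of 25 alternatives. Mature neutrophil genes rose in 7 of 20 members, by either adjustment, with the list mean up by 3.43 (adjusted p = 1.31e-05, and 0.315 with an estimated correlation) and by 1.57 without replicate 3 (adjusted p = 0.000235). Their mean level was 2.77 and 3.14 log2 units in leukemic MEP 1 and 2 and 8.53 in replicate 3. Cxcr2, a chemokine receptor gene of neutrophils, was at 0.0418 ± 0.00571 FPKM in control and 40.8 ± 12.4 in leukemic MEP (47.1, 48.8 and 26.4 in replicates 1, 2 and 3), and Anxa1 rose by 4.64 ± 0.50. Monocyte genes rose in 7 of 20, also adjusted over the list alone (mean 2.14, adjusted p = 0.00035, and 0.34 with an estimated correlation; mean 1.19 without replicate 3), among them S100a4 (5.15 ± 0.42) and Lgals3 (5.18 ± 0.49). Myeloid regulators and receptors rose in 7 of 18, also adjusted over the list alone (mean 1.94, adjusted p = 4.93e-05, and 0.34 with an estimated correlation; mean 0.85 without replicate 3). Spi1, the master factor of myeloid cells, went from 3.72 ± 1.62 to 141 ± 137 FPKM (adjusted p = 7.93e-05), Csf2rb rose by 2.79 ± 0.47 and Cebpa by 2.25 ± 0.45. Spi1 was at 83.3, 42.6 and 298 FPKM in leukemic MEP 1, 2 and 3. It rose by 4.51 with all libraries and by 3.74 without replicate 3 (adjusted p = 3.93e-06). Csf1r (1.41, adjusted p = 0.251) and Fcgr3 (1.55, adjusted p = 0.345) did not pass, and without replicate 3 their changes were 0.00 (adjusted p = 1) and -0.37 (adjusted p = 0.522). Mast cell, basophil and eosinophil genes rose in 5 of 10 and 6 adjusted over the list alone (mean 2.90, adjusted p = 0.00035, and 0.109 with an estimated correlation), with Mcpt8 up by 5.40 ± 0.58 and Cpa3 by 2.90 ± 0.33. Cd34, an antigen of stem cells and early progenitors, rose by 2.82 ± 0.71 (adjusted p = 0.0119), with 9.53, 3.41 and 51.7 FPKM in leukemic MEP 1, 2 and 3. It rose by 1.83 without leukemic MEP replicate 3 (adjusted p = 0.0125), and its call was lost in 2 of 25 alternatives, 1 of them without control MEP replicate 3 (adjusted p = 0.0517).

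**Figure D2:**
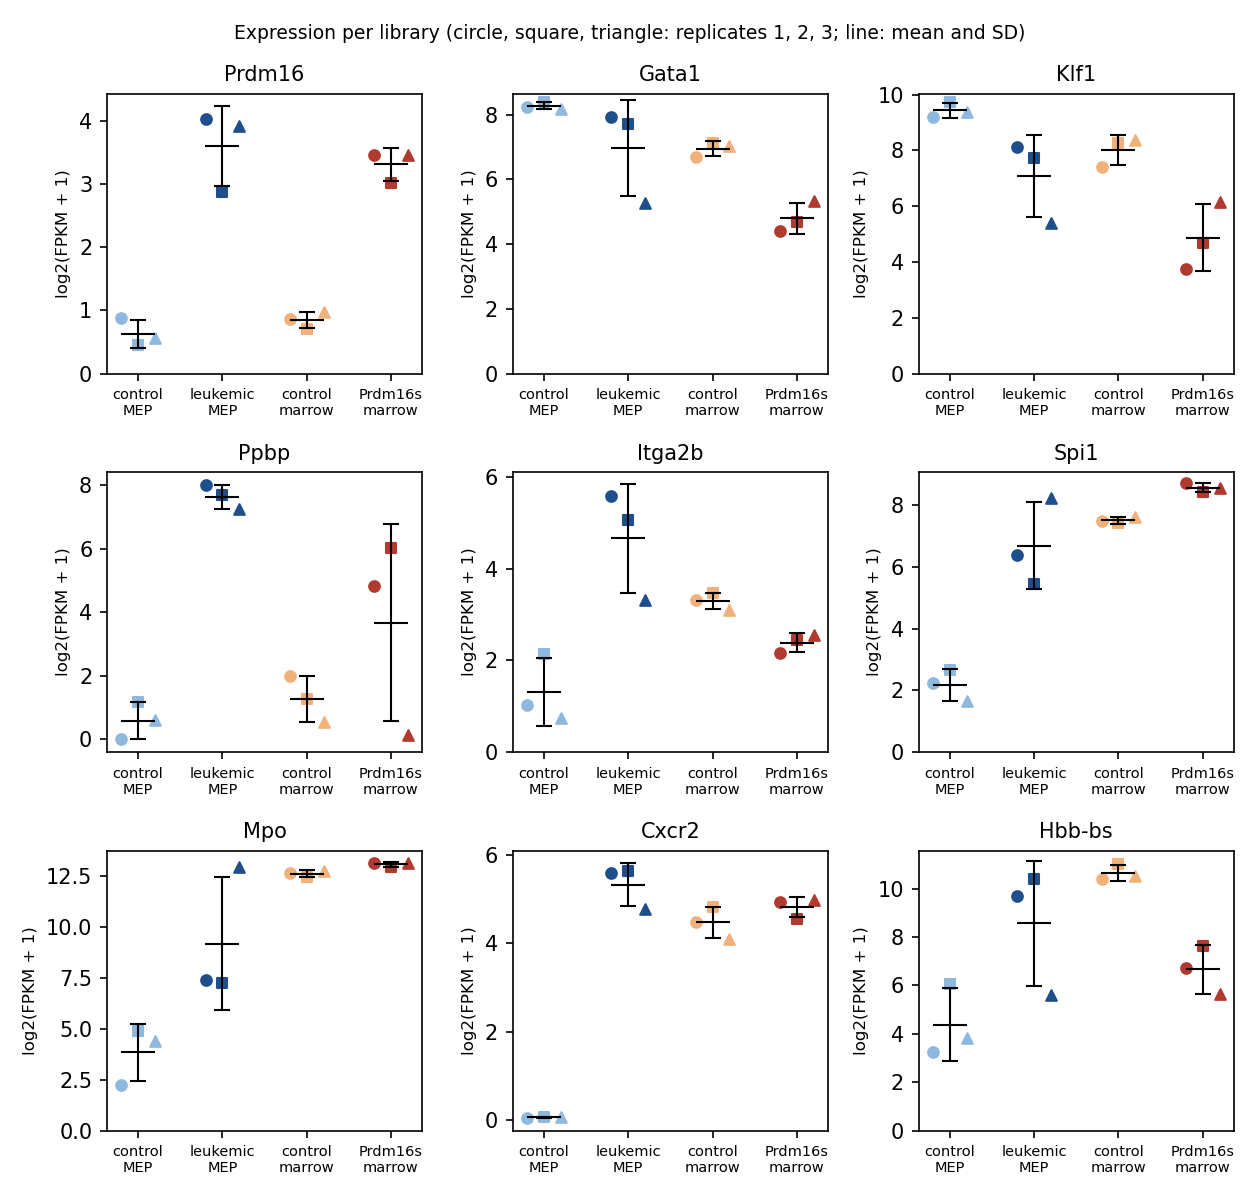
log2(FPKM + 1) of 9 genes in each of the 12 libraries, by group; circles, squares and triangles are replicates 1, 2 and 3, lines the mean and SD of 3 libraries. Prdm16 is higher in the Prdm16s groups, Ppbp and Itga2b have their highest group means in leukemic MEP, and Mpo in leukemic MEP 3 (7897 FPKM) is close to the marrow libraries. Itga2b in leukemic MEP 3 (9.049 FPKM) is below control marrow 1 and 2 (9.057 and 10.03).

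The largest rises after the rule for named genes were those of Lyz2, the lysozyme gene of myeloid cells (7.14), Fcer1a (7.11), Ppbp (7.05), Ms4a3 (6.78), Gzmb, a granzyme gene (6.70), S100a6 (6.11), Tmsb4x (6.05) and Padi4 (5.99). Lyz2 was at 448, 581 and 12800 FPKM in leukemic MEP 1, 2 and 3, and Fcer1a, the IgE receptor gene of mast cells and basophils, at 265, 590 and 17.9. The largest falls were those of Prss50 (-6.73), Cldn13 (-6.56), Sphk1 (-6.35), Slc38a5 (-5.92), Hpn (-5.43), Rhd (-5.33), Spon2 (-5.23) and Ctse (-4.81). Ribosome biogenesis genes fell in 12 of 17 and 16 adjusted over the list alone (mean -1.10, adjusted p = 1.07e-07, and 0.0334 with an estimated correlation), with Ncl, the nucleolin gene, down by 1.35 ± 0.20 and Nolc1 by 1.47 ± 0.24. Cell cycle genes fell in 12 of 29 and 13 adjusted over the list alone (mean -0.67, adjusted p = 1.18e-05, and 0.109 with an estimated correlation). Ccne1, the cyclin E1 gene, went from 184 ± 7.74 to 15.8 ± 4.85 FPKM and the replication licensing gene Cdc6 from 54.6 ± 11.7 to 14.7 ± 3.50. Oxidative phosphorylation genes fell in 8 of 20 and 12 adjusted over the list alone (mean -0.78, adjusted p = 1.46e-05, and 0.236 with an estimated correlation, and mean -0.51 without leukemic MEP replicate 3), with Cyc1 down by 1.39 ± 0.25 and Ndufs1 by 1.16 ± 0.23. Glycolysis and hypoxia genes rose in 8 of 18 and 1 fell (mean 0.94, adjusted p = 0.0131, and 0.13 with an estimated correlation), a call lost in 2 of 27 alternatives. Adjusted over the list alone 8 rose and 3 fell; Pkm, a pyruvate kinase gene, rose by 5.30 ± 0.49 and Pfkp by 2.03 ± 0.21, and Pdk1 fell by 0.94 ± 0.31 (adjusted p = 0.0435). Pdk1 lost its call in 12 of 25 alternatives, with adjusted p = 0.158 without control MEP replicate 1.

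Inflammatory cytokine genes rose in 2 of 10, Nfkbia by 1.97 ± 0.23 and Il1b by 2.14 ± 0.44, with 3 adjusted over the list alone (mean 1.0, adjusted p = 0.0104, and 0.109 with an estimated correlation). Immediate early and heat shock genes rose in 4 of 16 and 1 fell (mean 1.07, adjusted p = 0.0333, and 0.46 with an estimated correlation), and adjusted over the list alone 6 rose and 3 fell. The call was lost without control MEP replicate 1 (adjusted p = 0.0775) and without leukemic MEP replicate 1 (mean 0.48, adjusted p = 0.18), and in 6 of 27 alternatives in all. Btg2 rose by 2.77 ± 0.32 and Zfp36 by 4.02 ± 0.62, and the chaperone gene Hspa8 fell by 0.73 ± 0.21, a call lost in 6 of 25 alternatives, among them those without control MEP replicate 1 (adjusted p = 0.0779) and leukemic MEP replicate 1 (0.0797). The B lymphoid (adjusted p = 0.244), T and NK lymphoid (0.11), interferon (0.146) and dendritic cell and MHC class II lists (0.984) did not pass camera. T and NK lymphoid genes passed without control marrow replicate 1, 2 or 3 (adjusted p = 0.0436, 0.043 and 0.0316). The dendritic cell list had a mean of -0.001 and a median of 0.31, with 1 member risen and 2 fallen. The gene count was 1698 when the 2 MEP groups alone were fitted, 6151 with array weights and 1916 without control MEP replicate 3. Without leukemic MEP replicate 3 it was 3108.

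Prdm16s GFP+ marrow was compared with control marrow to find what separates the leukemic cells from normal marrow. GFP+ cells were selected and control marrow was not, so a fall of red cell, lymphoid or macrophage genes cannot be told apart from the removal of GFP-negative cells, which was not tested. The same limit holds for the falls of the other lists and genes below, cell cycle and ribosome biogenesis genes included. A rise may also come in part from that removal. Erythroid genes fell in 27 of 33 members and B cell genes in 12 of 16, whereas the granule and neutrophil lists did not pass the test. Alas2, the enzyme that starts haem synthesis in red cells, went from 51.4 ± 2.93 to 1.24 ± 0.209 FPKM, and Slc4a1, the red cell anion exchanger gene, from 16.6 ± 4.48 to 0.0647 ± 0.0906. C1qb and C1qc, complement genes of macrophages, went from 265 ± 29.2 to 6.04 ± 2.69 and from 228 ± 28.0 to 6.08 ± 2.80. In all, 1037 genes changed, 346 higher and 691 lower, 888 of them by at least 1 log2 unit. With libraries rescaled to equal totals the split was 195 higher and 844 lower, as that scaling moved the median of all genes to -0.25. It was 457 and 602 with quantile normalization, 821 and 948 for the 2 marrow groups alone, 806 and 1104 with voom, 939 and 1187 without leukemic MEP replicate 3 and 155 and 448 with the replicate block.

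The erythroid list fell by a mean of 2.99 (camera adjusted p = 2.51e-22, and 0.0327 with an estimated correlation), with 27 down adjusted over the list alone and Nfe2 up by 1.12 ± 0.28. Gata1 fell from 123 ± 19.1 to 27.9 ± 9.91 FPKM (adjusted p = 0.0277), Klf1 from 268 ± 88.3 to 35.8 ± 30.2 (adjusted p = 0.0123) and Epor from 44.9 ± 13 to 4.38 ± 4.39 (adjusted p = 0.0191). Haem synthesis genes fell in 9 of 15, and 12 fell and 1 rose adjusted over the list alone (mean -1.25, adjusted p = 3.51e-07, and 0.0327 with an estimated correlation). Steap3 fell by 2.59 ± 0.39 and Fech, the enzyme that puts iron into haem, by 2.10 ± 0.32. B lymphoid genes fell by a mean of 2.17 (adjusted p = 4.51e-09, and 0.0327 with an estimated correlation), 13 adjusted over the list alone, including the recombination gene Rag2 (-1.83 ± 0.24) and Fcrla (-1.69 ± 0.24). T and NK lymphoid genes fell in 5 of 11, and 6 fell and 1 rose adjusted over the list alone (mean -1.20, adjusted p = 0.000746, and 0.0327 with an estimated correlation). They did not pass without control marrow replicate 1 (adjusted p = 0.0646) or 2 (0.111). Klrd1 and Cd2 were at 3.53 ± 0.772 and 2.75 ± 0.691 FPKM in control marrow and were listed at 0 in each GFP+ marrow library. Dendritic cell and MHC class II genes fell in 4 of 9 and 7 adjusted over the list alone (mean -1.34, adjusted p = 0.000423, and 0.0672 with an estimated correlation), among them H2-Ab1 (-1.76 ± 0.41) and Siglech, a gene of plasmacytoid dendritic cells (-1.31 ± 0.25). Monocyte and macrophage genes fell in 5 of 20 and 1 rose, S100a4 (2.27 ± 0.42), with 6 down and 1 up adjusted over the list alone. The list mean was -1.06 (adjusted p = 0.0344, and 0.822 with an estimated correlation), and the call was lost without leukemic MEP replicate 3 (adjusted p = 0.0863) or control marrow replicate 1 (0.113) or 2 (0.0865), and in 14 of 27 alternatives in all. Of 25 alternatives Nfe2 lost its call in 8, Gata1 in 6, H2-Ab1 in 5, Epor in 4 and Klf1 in 2, and Siglech in 1 of 21. Without control marrow replicate 3 the adjusted p was 0.0976 for Nfe2, 0.0869 for Epor and 0.0654 for Klf1, and without replicate 2 it was 0.109 for Gata1 and 0.0843 for H2-Ab1.

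Cell cycle genes fell in 6 of 29 and 9 adjusted over the list alone (mean -0.59, adjusted p = 3.02e-06, and 0.0672 with an estimated correlation), with Ccne1 down by 1.61 ± 0.28 and Cdc6 by 1.37 ± 0.27. Ribosome biogenesis genes fell in 5 of 17 and 8 adjusted over the list alone (mean -0.63, adjusted p = 0.00023, and 0.0529 with an estimated correlation), with Ncl down by 0.98 ± 0.20 and Polr1b by 1.12 ± 0.25. Inflammatory cytokine genes fell in 3 of 10 by either adjustment (mean -1.24, adjusted p = 0.0153, and 0.0672 with an estimated correlation), including Tnf (-2.22 ± 0.44) and Ccl3 (-2.78 ± 0.57). Immediate early genes fell in 2 of 16, Btg2 by 1.87 ± 0.32 and Jun by 3.22 ± 0.68, and 3 adjusted over the list alone. That list had a mean of -0.95 (adjusted p = 0.0344, and 0.743 with an estimated correlation) and did not pass without leukemic MEP replicate 3 (adjusted p = 0.0573), control marrow replicate 2 (0.114) or GFP+ marrow replicate 1 (0.148) or 2 (0.0906), and in 11 of 27 alternatives in all. Glycolysis and hypoxia genes rose in 4 of 18, and 5 rose and 1 fell adjusted over the list alone (mean 0.33, adjusted p = 0.0267, 0.148 with an estimated correlation, and 0.0531 without control marrow replicate 1), with Pgk1 up by 1.05 ± 0.23 and Pfkp by 0.90 ± 0.21. The glycolysis list lost its call in 5 of 27 alternatives and the inflammatory list in 3. Of 25 alternatives Pgk1 lost its call in 6, Pfkp and Polr1b in 4 each, Ncl and Ccl3 in 2 each and Jun in 1. Without control marrow replicate 2 the adjusted p was 0.11 for Pfkp, 0.0723 for Polr1b, 0.0618 for Ncl, 0.0595 for Ccl3, 0.0616 for Jun and 0.0505 for Pgk1.

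Mpo was at 6342 ± 704 FPKM in control and 8766 ± 732 in GFP+ marrow (adjusted p = 0.86). Primary granule genes had a mean of -0.06, a median of 0.77 and a camera direction up (adjusted p = 0.531), with 0 members risen and 2 fallen, by either adjustment. Without leukemic MEP replicate 3, a library outside this comparison, 4 members rose and 2 fell. Mature neutrophil genes (mean -0.34, adjusted p = 0.891) had 1 member risen and 1 fallen, and megakaryocyte genes (mean 0.21, adjusted p = 0.274) 3 risen and 1 fallen. Myeloid regulators (mean 0.07, median 0.42, adjusted p = 0.531) had 0 risen and 1 fallen, and 0 and 2 adjusted over the list alone. Their counts were 7 risen and 3 fallen without leukemic MEP replicate 3, at the same mean. Stem and progenitor genes (mean 0.03, adjusted p = 0.589) had 4 risen and 3 fallen, and 4 each adjusted over the list alone. The receptor gene Flt3 fell by 2.98 ± 0.60 and Cdkn1c, a cell cycle inhibitor gene, rose by 4.69 ± 0.54. Mast cell, basophil and eosinophil genes had a mean of 0.11 and a camera direction down (adjusted p = 0.636), with 2 risen and 4 fallen, and 3 and 4 adjusted over the list alone. Interferon genes had a mean of -0.09, a median of 0.01 and a direction up (adjusted p = 0.967), and oxidative phosphorylation genes a mean of -0.16 (adjusted p = 0.356). Hoxa9 fell by 2.21 ± 0.57 (adjusted p = 0.0312), a call lost in 8 of 25 alternatives, among them those without control marrow replicate 1 (adjusted p = 0.103), 2 (0.102) or 3 (0.104). Spi1 (1.06, adjusted p = 0.245), Cebpa (0.91, 0.245), Gata2 (-0.35, 0.688), Meis1 (-1.07, 0.431), Kit (-0.70, 0.361), Cd34 (-1.59, 0.192), Fcgr3 (-2.89, 0.149), Csf1r (-0.91, 0.565) and Itga2b (-0.91, 0.315) did not pass. Without leukemic MEP replicate 3, Spi1 (adjusted p = 0.0191), Cd34 (0.0204) and Fcgr3 (0.000119) passed. The largest rises were those of the eosinophil peroxidase gene Epx (5.43), Npy (5.17), Cdkn1c (4.69), Ecm1 (4.63), Clec4b2 (4.56), Cystm1 (4.07), Tmem178 (4.02) and Mrgpra2b (3.92). Of 25 alternatives Mrgpra2b lost its call in 11, Clec4b2 in 8, Epx in 7 and Flt3 in 1, with adjusted p = 0.124, 0.0966 and 0.0942 for the first 3 without control marrow replicate 2. The largest falls were those of Prss34, a basophil protease gene, which went from 134 ± 59.2 FPKM to 0 in all 3 libraries, Slc38a5 (-6.34), Rhd (-5.91), Cldn13 (-5.76), Fcna (-5.71), Cst7 (-5.67), Sphk1 (-5.65) and Crip2 (-5.59); Cst7 did not pass without control marrow replicate 3 (adjusted p = 0.0531). The gene count was 1769 for the 2 marrow groups alone, 3453 with array weights, 2126 without leukemic MEP replicate 3 and 388 to 488 without 1 of the control marrow libraries.

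**Figure D3:**
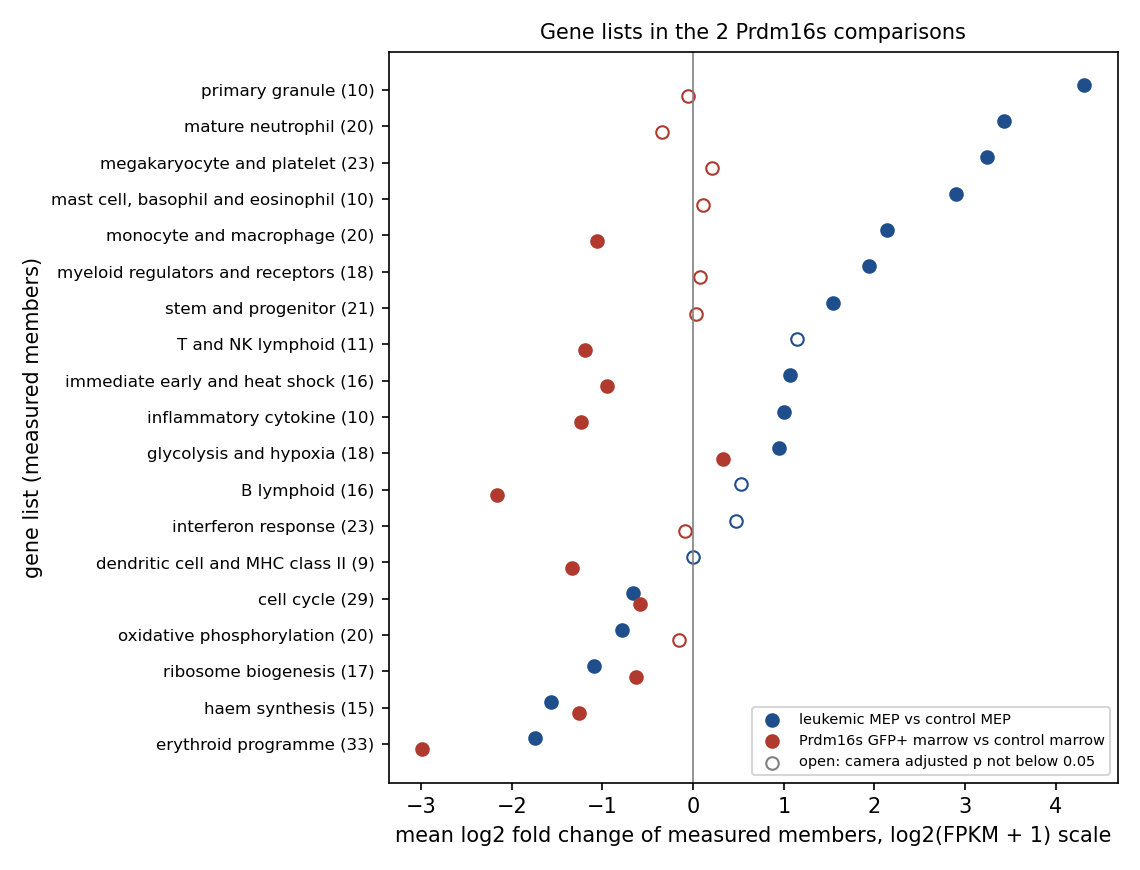
Mean log2 fold change of the measured members of 19 gene lists (numbers in brackets) in leukemic MEP against control MEP (blue) and in GFP+ against control marrow (red); filled points passed camera. Megakaryocyte genes average 3.24 in MEP and 0.21 in marrow, and erythroid genes -1.74 and -2.99.

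Both comparisons used separate libraries within 1 fit, and 576 genes were called in both in the same direction. Of these, 229 were higher, against 47.3 for independent lists, and 347 were lower, against 84.9. A further 31 were called in opposite directions, against 137. Independent lists leave out what the comparisons share, such as the residual variance of each gene in that fit. With only the groups compared, in fits that do not share it, 612 genes were shared, 289 higher and 323 lower. Xist and Ddx3y set replicates 1 and 2 of both Prdm16s groups apart from all control libraries. Residuals of the same number had r of 0.086, 0.215 and 0.149 between the Prdm16s groups and 0.497, 0.285 and 0.073 between the controls. How much of the overlap such shared effects bring was not tested. The log2 fold changes had a Pearson r of 0.504 and a Spearman rho of 0.502 across genes, which are not independent replicates. The red cell genes Rhd, Cldn13, Sphk1 and Slc38a5 were among the shared falls. With equal totals 140 were higher in both and 421 lower, and with voom 484 and 479. Without leukemic MEP replicate 3 the shared genes numbered 1038, without 1 control marrow library 258 to 338, and with the replicate block 309.

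The change itself differed between MEP and marrow for 560 genes, 518 of them more positive in MEP. Residuals of the same number had r of 0.086 to 0.215 between the Prdm16s groups and 0.073 to 0.497 between the controls. A block that ties such libraries within genotype was not fitted for this difference. As GFP+ marrow was selected and control marrow was not, a fall or rise in marrow that the selection brings counts here as a difference too. The globin genes were among the largest: Hbb-bs was at 815, 1362 and 47.1 FPKM in leukemic MEP 1, 2 and 3 and 29.2 ± 32.1 in control MEP, but 1620 ± 384 in control and 117 ± 75 in GFP+ marrow, a difference of changes of 8.16 ± 1.5 (adjusted p = 0.00885). Hbb-b2 (6.91 ± 1.15, adjusted p = 0.00496) and the alpha-globin gene Hba-a2 (6.46 ± 1.06, adjusted p = 0.00474) differed likewise; globin genes share sequence, and reads between them may have been split. Prss34 differed by 8.90 ± 1.78 (adjusted p = 0.0137), being listed at 0 in all GFP+ marrow libraries and at 0, 0 and 84.0 FPKM in leukemic MEP. More negative in MEP were Cdkn1c (-2.94 ± 0.76, adjusted p = 0.0455), the thiol reductase gene Ifi30 (-2.55 ± 0.57, 0.0249), Rgs10 (-2.30 ± 0.53, 0.0284) and Gatm, an enzyme of creatine synthesis (-2.19 ± 0.51, 0.0291). Of 25 alternatives, Cdkn1c lost its call in 17, Gatm in 12, Rgs10 in 11 and Ifi30 in 8, among them the fit without any single library but leukemic MEP replicate 3 for Cdkn1c (adjusted p = 0.0792 to 0.134). Without control marrow replicate 1 the adjusted p was 0.0821 for Ifi30, 0.0944 for Rgs10, 0.0875 for Gatm and 0.0534 for Prss34. With the replicate block 296 genes were more positive in MEP and 1 more negative. The split was 702 and 17 with equal totals, 864 and 211 without leukemic MEP replicate 3 and 1962 and 1004 with array weights. Of the fixed genes, Itga2b (4.26, adjusted p = 0.0057) changed more positively in MEP, also without any 1 library. Spi1 (3.45, 0.0199), Meis1 (4.99, 0.0202), Cd34 (4.41, 0.0259) and Flt3 (3.59, 0.0309) passed with all libraries, and lost the call without any 1 control marrow library or without control MEP replicate 1 or 3 (adjusted p = 0.0502 to 0.1). Cd34 and Flt3 also lost it without control MEP replicate 2 (0.0526 and 0.0647) or GFP+ marrow replicate 2 (0.0638 and 0.0647). Flt3 was at 0.287 FPKM in control MEP and its change there did not pass, so its difference holds the fall in marrow.

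At the preset correlation megakaryocyte genes were the list with the smallest p for a difference (mean 3.03, camera adjusted p = 1.72e-13). The difference was called for 11 of 23 members, and 18 adjusted over the list alone. With an estimated correlation the list was not called (adjusted p = 0.0704). Differences of B lymphoid (2.69, adjusted p = 3.69e-11, and 0.0216 with an estimated correlation) and T and NK lymphoid genes (2.34, 5.96e-07, and 0.00932) were called both ways. So were those of stem and progenitor (1.51, 8.66e-05, and 0.0216) and inflammatory genes (2.24, 9.01e-07, and 0.00932). B lymphoid genes had list means of 0.4 to 0.73 in control MEP, with Fcrla listed at 0 in all MEP libraries, and Klrd1 and Cd2 were at 0.428 ± 0.416 and 0.0938 ± 0.163 FPKM there. Such genes could not fall in MEP, so the B lymphoid difference holds mainly the fall in marrow (list means 0.525 in MEP and -2.168 in marrow). The B lymphoid mean in MEP was 0.13 without leukemic MEP replicate 3. The T and NK lymphoid difference holds a mean of -1.195 in marrow and of 1.145 in MEP, which did not pass camera (adjusted p = 0.11). Neither difference shows that MEP kept lymphoid genes. Monocyte genes (3.20, adjusted p = 3.5e-12, and 0.115 with an estimated correlation), granule genes (4.38, 1.83e-08, and 0.122) and neutrophil genes (3.77, 5.96e-07, and 0.225) were more positive in MEP. So were myeloid regulators (1.87, adjusted p = 0.000105, and 0.33 with an estimated correlation), mast cell genes (2.79, 4.24e-05, and 0.0704), dendritic cell genes (1.34, 0.00331, and 0.123), immediate early genes (2.02, 0.0001, and 0.225) and erythroid genes (1.24, 0.000271, and 0.22). Haem synthesis (-0.31, adjusted p = 0.0482, and 0.229 with an estimated correlation), ribosome biogenesis (-0.47, 0.000458, and 0.0704) and oxidative phosphorylation genes (-0.62, 3.77e-05, and 0.225) were more negative. Haem synthesis did not pass without leukemic MEP replicate 3 (adjusted p = 0.124), control MEP replicate 2 (0.0664) or 3 (0.0512), control marrow replicate 1 (0.103) or GFP+ marrow replicate 2 (0.059) or 3 (0.159). Of 27 alternatives 14 lost the call, and the mean was -0.14 without GFP+ marrow replicate 3, -0.22 without leukemic MEP replicate 3, 0.00 with array weights and -0.47 without GFP+ marrow replicate 1. Of the other differences, myeloid regulators and oxidative phosphorylation genes lost their call in 3 of 27 each, and neutrophil and ribosome biogenesis genes in 2 each. Without leukemic MEP replicate 3 the mean was 1.91 for neutrophil genes, 0.78 for myeloid regulators and -0.35 for oxidative phosphorylation genes. Cell cycle (adjusted p = 0.217), interferon (0.105) and glycolysis genes (0.245; mean 0.61, median -0.01) did not pass, interferon genes passing without leukemic MEP replicate 2 (0.0325). With quantile normalization the split of genes was 312 and 72 at a median of -0.15. The count was 1075 without leukemic MEP replicate 3, 2966 with array weights, and 213 to 340 without 1 of the 6 control libraries.

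**Figure D4:**
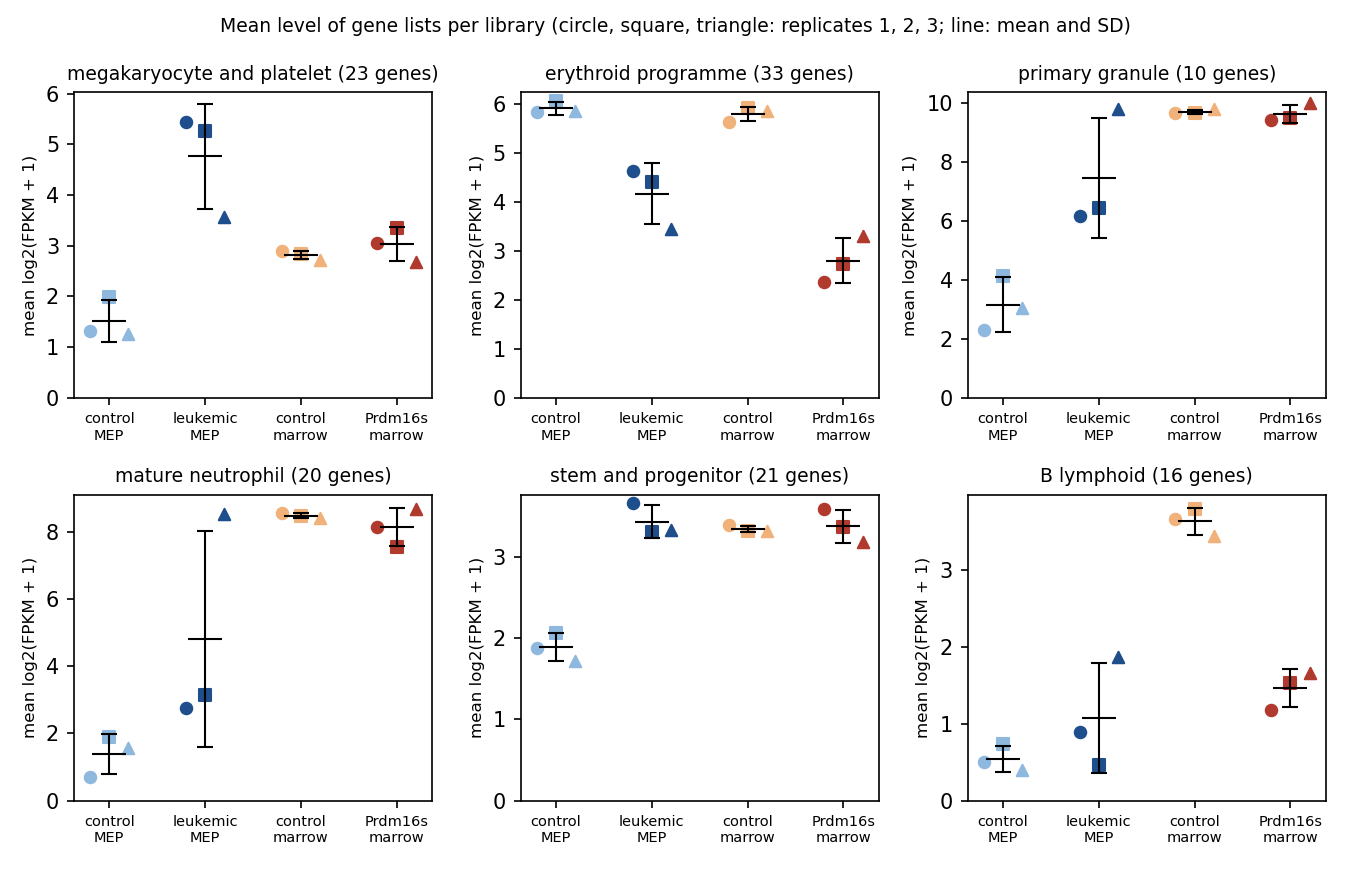
Mean log2(FPKM + 1) of the measured members of 6 gene lists in each library, by group; circles, squares and triangles are replicates 1, 2 and 3, lines the mean and SD of 3 libraries. Leukemic MEP 1 and 2 have the highest megakaryocyte means (5.45 and 5.27), and replicate 3 has a neutrophil mean of 8.53, within the marrow range of 7.56 to 8.70.

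Leukemic MEP and GFP+ marrow, the Prdm16s populations, differed in 350 genes, 112 higher and 238 lower in MEP. Higher in MEP were Mfsd2b, a lipid transporter gene of red cells and platelets (61.5 ± 43.8 against 3.62 ± 2.94 FPKM, adjusted p = 0.016), and the platelet glycoprotein gene Gp5 (116 ± 85.7 against 6.93 ± 3.58, adjusted p = 0.0212). The short microRNA genes Mir3470a (4.73, 3.22 and 44.1 FPKM in leukemic MEP 1, 2 and 3) and Mir7036 (4.14, 3.77 and 25.8) were listed at 0 in GFP+ marrow. Replicate 3, with 0.572 M reads, carries their means. In that library 47.1 FPKM of Hbb-bs, a longer gene, came to 18 reads, so the microRNA values rest on fewer reads. Their calls are no evidence of higher expression in MEP. Lower in MEP were Epx (48.3 ± 82.1 against 374 ± 73.4), Clec4b2 (40.6 ± 64.9 against 326 ± 68.6), the myeloid receptor gene Clec12a (295 ± 464 against 1758 ± 166) and Cystm1 (4.71 ± 6.71 against 69.8 ± 8.54). Of 25 alternatives, Mir3470a lost its call in 16, Epx, Clec4b2 and Clec12a in 15 each, Mir7036 in 8, Gp5 in 7, Mfsd2b in 3 and Cystm1 in 1. Epx, Clec4b2 and Clec12a kept it without leukemic MEP replicate 3 and lost it without any other single library (adjusted p = 0.0569 to 0.149). The count was 1760 without leukemic MEP replicate 3, 0 when the 2 groups alone were fitted with limma (2165 genes had an unadjusted p under 0.05 in the fit of 4 groups, and voom called 1783) and 46 to 218 without any other library. The split was 502 higher and 132 lower with equal totals and 83 and 111 with quantile normalization.

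Control MEP and control marrow, which show what the sort separates in wild-type mice, differed in 1716 genes, 302 higher and 1414 lower in MEP. Lower in MEP were Ngp, a neutrophil granule protein gene, at 19.0 ± 18.8 against 12527 ± 1736 FPKM, the lactoferrin gene Ltf at 1.26 ± 0.889 against 1705 ± 532, S100a8 at 79.9 ± 75.2 against 39780 ± 9320 and Camp at 18.8 ± 21.6 against 8516 ± 706. Prss50 (203 ± 51.0 against 52.4 ± 11.8), Ccdc68 (17.5 ± 3.27 against 4.34 ± 1.43), Pklr, the red cell pyruvate kinase gene (68.0 ± 11.3 against 19.7 ± 3.09), and Aqp11 (61.7 ± 6.65 against 18.1 ± 4.27) were higher. Of 25 alternatives Prss50 lost its call in 9, Aqp11 in 5, Ccdc68 and Pklr in 1 each, and the 4 neutrophil genes in none. Prss50 lost it without any 1 control library (adjusted p = 0.0779 to 0.153) or GFP+ marrow replicate 1 (0.0508), and Aqp11 without control MEP replicate 2 (0.0711) or 3 (0.076) or control marrow replicate 1 (0.102) or 3 (0.0531). The split was 592 and 1326 with equal totals, 724 and 1084 with quantile normalization and 797 and 1931 with voom. The count was 2780 without leukemic MEP replicate 3, 944 to 1107 without control MEP 3 or 1 control marrow library, 3641 for the 2 groups alone and 5511 with array weights.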

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

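All 6 tests of explanations in this part were chosen only after the result was seen; the counts over other splits of the samples were planned. The change differed between MEP and marrow by the test of the difference itself for 560 genes and 16 gene lists. With an estimated correlation 4 lists were called. Of the genes named by rule, Prss34 (8.90), Hbb-bs (8.16), Hbb-b2 (6.91) and Hba-a2 (6.46) changed more positively in MEP. Cdkn1c (-2.94), Ifi30 (-2.55), Rgs10 (-2.30) and Gatm (-2.19) changed more negatively. Prss34 is listed at 0 in all GFP+ marrow libraries, so its value depends on the pseudocount. Of 25 alternatives, the call was lost in 17 for Cdkn1c, 12 for Gatm, 11 for Rgs10, 8 for Ifi30 and 1 for Prss34. Of 100 splits within the populations, 5 gave as many genes, the real one included, a share that does not exclude chance. The highest other split gave 3508 genes, which points to a structure of the samples: it exchanged all MEP labels and so measured the sum of the 2 changes. The other 3, with 994, 904 and 636 genes, also kept or exchanged all MEP labels and so held the whole change in MEP, and the 81 splits that mixed both populations gave at most 1 gene. The count of 5 is therefore no clean measure of chance. For lists 5 of 100 splits gave as many as 16, the highest other 17, a share that does not exclude chance; 1 of those that gave 16 mixed both populations.

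Leukemic MEP replicate 3 lay with the GFP+ marrow libraries, and the tables argue against low depth: after replicates 1 and 2 were thinned to its 571690 reads, the mean of 30 granulocyte genes stayed at least 4.69 log2 units below it over 20 draws. They also argue against marrow-like cells mixed with 10% or more of cells like replicates 1 and 2, since 27 genes high in those kept a median of -0.73% of that level above the marrow level (quartiles -6.2 and 7.86%), while 164 genes high in marrow reached a median of 79% of the GFP+ marrow mean; a first form, a sum of shares, was dropped because pure marrow met it as well. Against this, 6 of the 27 genes kept over 10%, among them Aqp1 (33.8%, a gene picked after its value was seen) and Mfsd2b (17.4%), as did Ppbp (60.6%) and Itga2b (13.3%) outside the 27, and a smaller share was not tested. A GFP+ marrow library under the MEP label cannot be told apart from a marrow-like MEP sort: at equal reads replicate 3 differed 4-fold from the GFP+ marrow libraries in 82, 134 and 211 genes (median 134), and these among themselves in 5, 69 and 105, and a first bound from the pair with 5 was dropped because the other pairs lie far above it. The values argue against the sex that Xist and Ddx3y mark as the explanation by itself. Control MEP, with Ddx3y at 10.6 to 20.7 FPKM, lay at -95.8 to -89.3 on the first principal component. GFP+ marrow 1 and 2, with Xist at 39.2 and 41.2 FPKM, lay at 61.9 and 58.8. Another difference between animals or leukemias, or an effect of sex in leukemic cells only, stays open and untested.

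Megakaryocyte and platelet genes were higher in leukemic MEP than in either marrow group for 16 of the 18 called members, and for 15 without leukemic MEP replicate 3. The tables argue against an admixture of marrow cells, since the median ratio to the higher marrow mean was 3.47 (lower quartile 1.45), and 4.77 without leukemic MEP replicate 3. More megakaryocyte-committed cells in the sort, or higher expression in each cell, stay open and untested.

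Globin transcripts were higher in leukemic MEP replicates 1 and 2 than in control MEP, with Hbb-bs at 67.2%, Hbb-b2 at 102% and Hba-a2 at 24.7% of the control marrow level. For Slc4a1 and Alas2 the tables argue against late erythroid cells like those of control marrow. The 3 late genes reached a median share of 0.0116 of the control marrow level, with Slc4a1 at 0.894% and Alas2 at 1.16%. Alas2 was at 0.598 FPKM in leukemic MEP 1 and 2 and 1.66 in control MEP, and Slc4a1 at 0.148 and 0.119. Tmod1, a gene at 1.07 FPKM in control marrow, went the other way at 427%, so the explanation is not excluded. Globin RNA released from red cells cannot be told apart from expression in the sorted cells: the log2 ratio of Hbb-bs to Hba-a2 was 2.28 and 3.14, at most 0.23 outside the range of the marrow libraries used. A single shallow library, GFP+ marrow replicate 2 (32 Hba-a2 reads), sets the upper end of that range at 2.91, and control marrow lies at 1.62 or below. No biological explanation was tested.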

How the results depend on the processing

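The voom fit, the fits without 2 libraries or both number 3 Prdm16s libraries and the replicate block within genotype were chosen after the data were seen. Prdm16 kept its rise and its call in all alternatives, from 1.56 to 4.25 in MEP and 1.27 to 3.59 in marrow. Over 142 named-gene results and 3528 fits, 3230 outcomes were the same, 267 weaker, 31 stronger and 0 reversed. Over 57 list results and 1536 fits they were 1440, 87, 9 and 0. A result called in neither fit counts as the same, even where its sign changed. Such changes ran from -0.371 to 2.566 for Fcgr3 and -1.493 to 0.076 for Hoxa9 in MEP, and from -0.657 to 0.227 for Gata2 in marrow. The cause was not tested for the values below, except that fits of fewer libraries have fewer degrees of freedom.

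With only the groups compared, limma called 1698 genes in MEP, 1769 in marrow, 0 between the Prdm16s populations (2165 at an unadjusted p under 0.05 in the fit of 4 groups) and 3641 between the controls. Array weights gave 6151, 3453, 3285 and 5511, with 2966 for the difference of changes and 2103 shared. The replicate block gave 2197 in MEP, 603 in marrow, 297 for the difference (296 more positive in MEP and 1 more negative) and 309 shared. The voom fit gave 1910 in marrow, 897 for the difference, 1783 and 2728 between populations and 963 shared. Without the 2 libraries under 2 M reads these were 1806, 1003, 1685, 2849 and 897, and without both number 3 Prdm16s libraries 2320, 1369, 1965, 3521 and 1280. Between the Prdm16s populations the count was 225 with pseudocount 0.1, 205 with no filter, 634 with equal totals and 194 with quantile normalization. The stricter filter (FPKM of at least 5) called 6 lists in marrow. With an estimated correlation camera called 3 lists in MEP, 4 in marrow and 4 for the difference.

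Leaving out 1 library gave 1916 (control MEP 3) to 3385 genes in MEP. Marrow gave 388 to 2126, with 488, 393 and 388 without control marrow 1, 2 and 3 and 2126 without leukemic MEP 3. The difference gave 213 to 1075: 338, 340 and 261 without control MEP 1, 2 and 3, 213, 240 and 245 without control marrow 1, 2 and 3, and 1075 without leukemic MEP 3. Between the Prdm16s populations the range was 46 to 1760: control MEP 218, 187 and 163, leukemic MEP 46, 61 and 1760, control marrow 163, 161 and 154, GFP+ marrow 152, 72 and 203. Between the controls it was 944 to 2780 (1107 without control MEP 3, 944, 1099 and 1064 without control marrow 1, 2 and 3, 2780 without leukemic MEP 3). Shared genes ranged from 258 to 1038 (338, 258 and 259 without control marrow 1, 2 and 3, 1038 without leukemic MEP 3).

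The replicate numbers did not pair the libraries within a population: residuals of the same number had r of -0.157, -0.052 and -0.153 in MEP and 0.017, -0.062 and 0.02 in marrow, each below the best other number. Across populations the same number had the highest r for 3 of 3 Prdm16s numbers (0.086, 0.215 and 0.149) and 2 of 3 control numbers (0.497, 0.285 and 0.073). The planned block nested in population could not be fitted across populations and was not run. A block within genotype gave 392 and 2014 genes between populations, and was not fitted for the difference of changes. At 0.572 M reads, leukemic MEP replicate 3 limits what can be said of low genes.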

Other observations

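The counts over other splits in this part were planned. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In MEP the real split gave 2976 genes (1 split with as many) and the highest other 1, and 15 lists (3 splits with as many) and the highest other 19. In marrow it gave 1037 genes (1 split) and the highest other 1, and 11 lists (1 split) and the highest other 9. With an estimated correlation the real split called 3 lists in MEP and 4 in marrow. Between leukemic MEP and GFP+ marrow it gave 350 genes (1 split) and the highest other 244, and between the control populations 1716 (1 split) and the highest other 0 with limma. The leukemic MEP splits with 244, 111 and 8 genes kept replicates 1 and 2 together and exchanged only replicate 3 for a GFP+ marrow library. Those that parted replicates 1 and 2 gave at most 1 gene. The 244 is therefore no clean measure of chance.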
